# Transcriptional profiling of the rat nucleus accumbens after modest or high alcohol exposure

**DOI:** 10.1371/journal.pone.0181084

**Published:** 2017-07-17

**Authors:** Julia Morud, Arghavan Ashouri, Erik Larsson, Mia Ericson, Bo Söderpalm

## Abstract

Alcohol use disorder is a chronic relapsing brain disorder and a global health issue. Prolonged high alcohol consumption increases the risk for dependence development, a complex state that includes progressive alterations in brain function. The molecular mechanisms behind these changes remain to be fully disclosed, but several genes show altered expression in various regions of the rat brain even after modest alcohol exposure. The present study utilizes whole-transcriptome sequencing (RNA-seq) to investigate expression changes in the brain nucleus accumbens (NAc), an area of particular interest in addictive disorders, of alcohol consuming rats. The impact on gene expression after eight weeks of moderate voluntary alcohol consumption or voluntary consumption combined with forced excessive exposure was explored in two separate experiments. The results point to a lack of strong and consistent expression alterations in the NAc after alcohol exposure, suggesting that transcriptional effects of alcohol are weak or transient, or occur primarily in brain regions other than NAc.

## Introduction

Prolonged high alcohol consumption is known to increase the risk for dependence, which has been suggested to result from drug-induced molecular changes leading to gene expression alterations and cellular adaptations [1–4]. These effects are difficult to study in human subjects, and animal models, such as selected rat lines and inbred mice strains that voluntarily consume high levels of alcohol, are therefore crucial. A brain area known to be of importance for the rewarding effect of alcohol in rodents is the nucleus accumbens (NAc), the human counterpart of which repeatedly has been found altered in alcoholics [5–7].

Several studies have applied genomics in order to examine ethanol-induced transcriptional effects in NAc, as well as other brain regions, using outbred rodent alcohol models [8–11]. From these studies, it seems clear that the model applied is of importance for the outcome [12–14], as the results appear to diverge between voluntary alcohol consumption and forced intake through alcohol vapour [9, 11], as well as between the rat strain used and even between animal suppliers providing a certain strain [15, 16]. Different rat strains also display different alcohol metabolism [17]. Similarly important is the brain region studied, since certain alcohol-induced transcriptional changes only appear to occur in particular areas [8–11]

Thus, available studies have shown inconsistent results, in part due to varying ethanol exposure times and levels as well as differences in the chosen exposure model [18]. This motivates further study of transcriptional effects of alcohol consumption in the NAc. In an attempt to increase the validity of the model, we harvested tissue from animals that received excessive amounts of alcohol through gavage, in addition to voluntary alcohol consumption. The present data is another indication of the difficulties met when trying to model human alcoholism, which hinder the understanding of the disorder at the molecular and genetic levels and thereby also development of novel rational treatment alternatives.

## Material and methods

### Subjects

A total of 22 male outbred Wistar rats (Taconic, Ejby, Denmark), weighing 160-180g at the start of experiments were single housed during eight weeks, a time period previously reported to be sufficient for the detection of potential alcohol-induced alterations in gene expression [9]. Animals were housed with a regular 12h light cycle and had ad lib access to tap water and rodent chow (Lantmännen, Stockholm, Sweden). All animals were allowed one week of adaption to the animal facilities before starting experiments. Experiments were carried out in accordance with the guidelines laid down by the Swedish Animal Council and the EU directive 2010/63 regarding the care and use of animals for experimental procedures and were approved by the Ethics Committee for Animal Experiments, Gothenburg, Sweden.

### Voluntary and forced ethanol consumption

The experiments were done in two parts.

Experiment one. A total of ten animals were used, of which five animals received only water and five animals were given continuous access to 6 v/v % ethanol (EtOH) and water during an eight-week period.

Experiment two. A total of 12 animals were used of which six animals were exposed to continuous EtOH (6%) and water during a four-week period followed by three weeks EtOH gavage treatment (2.5 g/kg, 30 v/v % EtOH, twice daily) and an additional two week continuous access period. Six animals were given continuous access to 6% EtOH and water during the same period combined with three weeks of water gavage treatment.

Fluid consumption together with body weight were measured twice weekly in both experiments. At the end of the experiments animals were sacrificed and the NAc were dissected bilaterally and snap frozen. Drinking data is presented in S1 Table.

### Transcriptome sequencing and analysis

After the completion of the drinking experiments all animals were sacrificed immediately (less than 5 minutes) after removal of the EtOH bottles, in order to minimize expression alterations induced by alcohol withdrawal [19]. The NAc core and shell were dissected and RNA from 17 EtOH exposed animals (11 modest exposure and 6 high exposure) and 5 water controls were isolated with the RNeasy Lipid Tissue Mini kit (Qiagen). All RNA samples had RIN values >8 (Bioanalyzer 2100, Agilent, CA, USA). PolyA+ sequencing libraries were prepared using a non-strand specific procedure for experiment one and a strand-specific procedure for experiment two, using Illumina TruSeq reagents. Sequencing was performed using an Illumina HiSeq 2000 for experiment one, and an Illumina HiSeq 2500 for experiment two, at the Science for Life Laboratory, Stockholm. Reads had the length of 2x101 bp for the first experiment and 2x126 bp for the second experiment (additional sequencing information in S2 Table. Data was deposited in the GEO database (accession ID GSE73627). Reads were aligned to the rn6 reference genome (NCBI GenBank Assembly ID: GCA_000001895.4) using Tophat2 [20], and the number of read counts for each gene were calculated with the htseq-count tool [21] to prepare the data for differential expression analysis. Further analyses, including normalization and differential expression statistics, were performed using the DESeq2 package in R/Bioconductor [22]. 

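The base mean of a gene is its count averaged over the samples of an experiment, after division of each sample's counts by its DESeq2 size factor. Over the 17310 genes listed in the files, the median base mean was 43.636 in experiment 1 and 66.443 in experiment 2. A threshold at the median kept 8655 genes in each experiment. At least 1 read was counted for 14024 of the listed genes in experiment 1 and for 14121 in experiment 2, so the filter also removed genes that had counts.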

Independent filtering was used for lowly expressed genes (50% threshold, corresponding to a base mean value of 43.63 in experiment one and 66.47 in experiment two). Differential expression statistics, which in DeSeq2 is based on the negative binomial distribution, was performed by comparing treated animals to controls separately within each experiment (one or two).

## Results

We determined transcriptional effects of alcohol consumption in two rat models using RNA-seq. 

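Experiment 1 comprised 10 male Wistar rats, of which 5 had continuous access to 6 v/v % EtOH and water for 8 weeks and 5 received only water. PolyA+ RNA from the NAc of each rat was sequenced from a library that does not keep the strand of the transcript, as paired reads. The authors aligned the reads to the rn6 rat genome with Tophat2 and deposited the number of reads that htseq-count assigned to each gene, without normalization. Between 2962291 and 5247386 reads per rat were assigned to genes, with a median of 3728561 in the water group and 3732196 in the EtOH group. S2 Table of the paper lists read depths of 11.64 to 20.59 M reads for this experiment, before assignment to genes. The values given here use the assigned reads. Of the reads either assigned to a gene or placed outside every annotated gene, the latter made up 49.51% ± 1 (SD, n = 5) in the water group and 49.46% ± 0.72 (SD, n = 5) in the EtOH group. No 2 rats of a group had counts that differed by as little as sampling noise, since the chi-square statistic per degree of freedom was at least 2.668 for every pair. Counts were normalized with edgeR's TMM method and the groups were compared with its quasi-likelihood test, over the genes kept by the filter on base means. The fold changes depend on this choice, since DESeq2, which the paper used, shrinks them when a prior is set.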

In experiment one, animals were exposed to continuous and voluntary EtOH exposure over an eight-week long consumption period, whereas in experiment two, animals were exposed to excessive amounts of EtOH through gavage, in addition to voluntary consumption, in an attempt to increase the validity of the drinking model by increasing exposure levels. 

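Experiment 2 comprised 12 male Wistar rats with access to 6% EtOH and water for 4 weeks before and 2 weeks after a 3-week gavage period. During the gavage, 6 rats were given EtOH at 2.5 g/kg as a 30 v/v % solution 2 times daily, and 6 rats were given water. Both groups therefore drank EtOH, and the comparison concerns the additional forced dose. The libraries were strand-specific and were sequenced as paired reads. The authors deposited htseq-count read counts per gene for these samples as well. Between 6713617 and 8765472 reads per rat were assigned to genes, with a median of 7737147 in the water gavage group and 7692077.5 in the EtOH gavage group. The depths listed in S2 Table for this experiment are 18.09 to 23.74 M reads. Reads outside annotated genes made up 50.12% ± 3.09 (SD, n = 6) after water gavage and 52.88% ± 3.42 (SD, n = 6) after EtOH gavage, a difference that did not exceed the variation among rats (exact permutation test, p = 0.175). The same normalization, filter and test were used as for experiment 1, and each experiment was fitted separately. Although the libraries were deeper, the common biological coefficient of variation estimated by edgeR was 31.3%, against 11.1% in experiment 1.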

At the end of both experiments tissue from NAc was harvested and sequenced. During the drinking study in experiment one, rats voluntarily consumed in average 5.1–8.5 g/kg/day EtOH during the first four weeks, whereas the consumption in experiment two prior to gavage treatment was 2.5–4.2 g/kg/day (S1 Table). In experiment two half of the rats received additional amounts of alcohol through a gavage tube (2.5 g/kg twice daily) during three weeks.

### No genome-wide significant effect in NAc after modest or high alcohol exposure

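In experiment 1, 8655 genes were tested and 0 reached an FDR under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest FDR was 0.536. P-values under 0.05 were obtained for 483 genes, or 5.58%, where 432.8 would be expected without any effect. When the 10 rats were split into groups at random, 31 of 100 splits, including the real one, gave at least as many. The middle 50% of the log2 fold changes lay between -0.072 and 0.075, and the median standard error of a gene was 0.105. In experiment 2, 8655 genes were also tested, 0 reached an FDR under 0.05, and the lowest FDR was 0.675. Only 115 genes, or 1.33%, had a P-value under 0.05 in that experiment. The middle 50% of its log2 fold changes lay between -0.236 and 0.165, with a median standard error of 0.195. With the replicate number from the sample labels as a replicate block, again 0 genes in either experiment had an FDR under 0.05, and the lowest FDR was 0.128 in experiment 1 and 0.529 in experiment 2. Rats with the same replicate number did not deviate together beyond chance. The mean correlation of their deviations was 0 in experiment 1 (exact permutation test over the 120 pairings, p = 0.458) and 0.149 in experiment 2 (exact permutation test over the 720 pairings, p = 0.365). These tests do not exclude a pairing, and the block raised the number of genes with a P-value under 0.05 in experiment 2 to near the 432.8 expected. The count of genes at an FDR under 0.05 stayed at 0 in both experiments under every other setting, including DESeq2 with its default settings, where the lowest FDR in experiment 1 was 0.0933. From the absence of genes under this threshold, the paper concludes that neither exposure had a genome-wide significant effect in NAc.

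**Figure D1:**
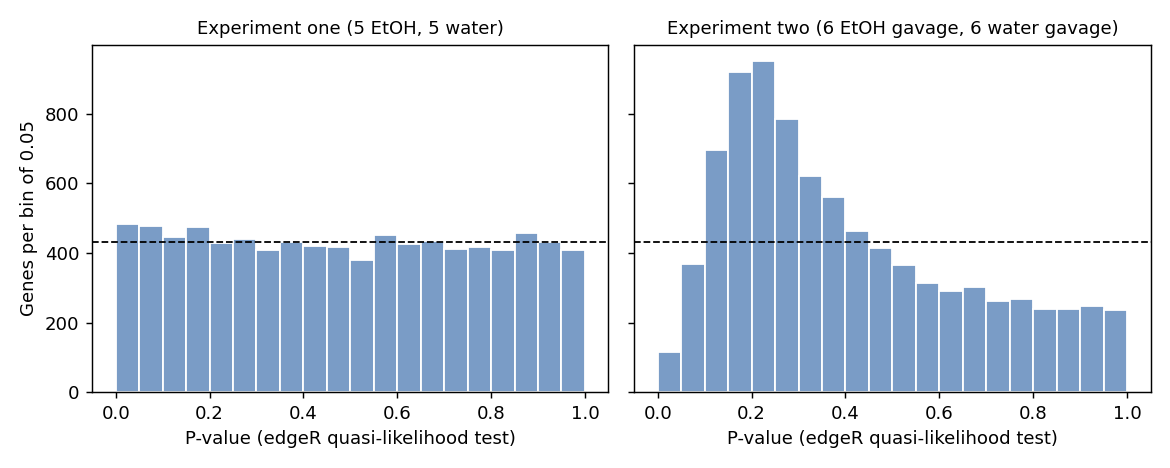
Number of genes (vertical axis) per P-value bin of width 0.05 (horizontal axis) in edgeR's quasi-likelihood test, for experiment 1 (left) and experiment 2 (right). The dashed line is the number expected per bin without any effect, 432.8 genes; the first bin holds 483 genes in experiment 1 and 115 in experiment 2.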

The RNA-seq analysis of accumbal tissue from alcohol consuming animals revealed no genome-wide significant effects at a false discovery rate (FDR) < 0.05 in any of the experiments (Fig 1a and 1b, Table 1). In experiment one (voluntary intake), 11 genes were detected at FDR < 0.1 (S2 Table). 

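With edgeR's quasi-likelihood test, 0 genes in experiment 1 had an FDR under 0.1. S2 Table lists 13 genes with an FDR under 0.1 in this experiment, and those were followed here. They ranked within the first 23 of the 8655 genes by P-value, with FDRs of 0.536 to 0.571, and 9 of them were higher and 4 lower in EtOH-drinking rats. For 9 of the 13 genes, the normalized counts of the EtOH and water groups did not overlap. For Cd24 the gap was only 167.2 to 167.7, and its groups were not fully separated on the log2 CPM scale of the permutation test (exact permutation test, p = 0.0159). Cux2 fell from 284.4 ± 69.5 normalized counts (SD, n = 5) in water controls to 173.7 ± 25.6 (SD, n = 5) in EtOH rats, a log2 fold change of -0.698 with a standard error of 0.153. Every EtOH rat had a lower Cux2 count than every control (exact permutation test, p = 0.00794, the smallest p that 5 rats against 5 allow). The count of Pdgfra was 733 ± 58.6 (SD, n = 5) in EtOH rats and 596.3 ± 9.4 (SD, n = 5) in controls, a log2 fold change of 0.298 with a standard error of 0.064. Cp showed the largest change of the 13 genes, from 59.1 ± 17.3 (SD, n = 5) to 111.9 ± 32 (SD, n = 5) normalized counts and a log2 fold change of 0.894 with a standard error of 0.213. These single-gene tests are not adjusted for the number of genes, and after adjustment none of the differences stood out from the variation among rats. With a replicate block, with the pairing taken from the replicate numbers of the sample labels (pairing check, mean correlation 0, exact permutation p = 0.458), the log2 fold change of Cux2 was -0.687. Its FDR was then 0.128, the lowest of the experiment. Leaving out single rats moved the count most, to 16 genes at an FDR under 0.1 without water replicate 5. DESeq2 with its default settings, also fixed before the files were opened, gave 11 genes, all of them among the 13. When the filter on base means was applied before the DESeq2 fit, a setting chosen after seeing the data, DESeq2 gave 13 genes. With shrunken fold changes, fixed before the files were opened, DESeq2 gave 0.

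**Figure D2:**
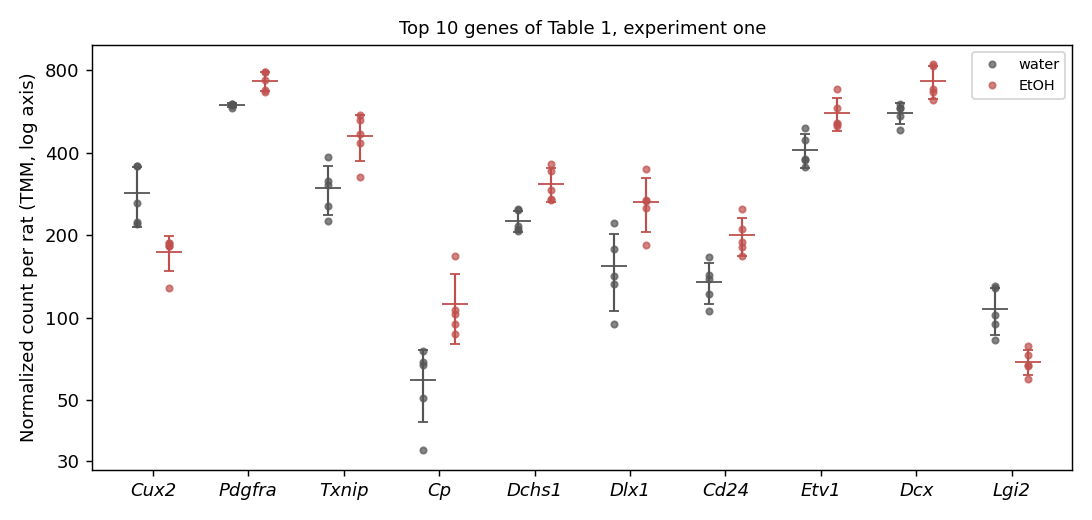
Normalized count per rat (TMM, log axis) of the 10 genes that Table 1 lists for experiment 1. Points are rats, horizontal bars are group means and whiskers are 1 SD, for 5 rats on water (grey) and 5 on EtOH (red). Cux2 and Lgi2 lie lower in the EtOH group and the other 8 genes higher.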

None of these genes have previously been implicated in this context, and the results should be interpreted with care due to the weak significance.

**Fig 1:**
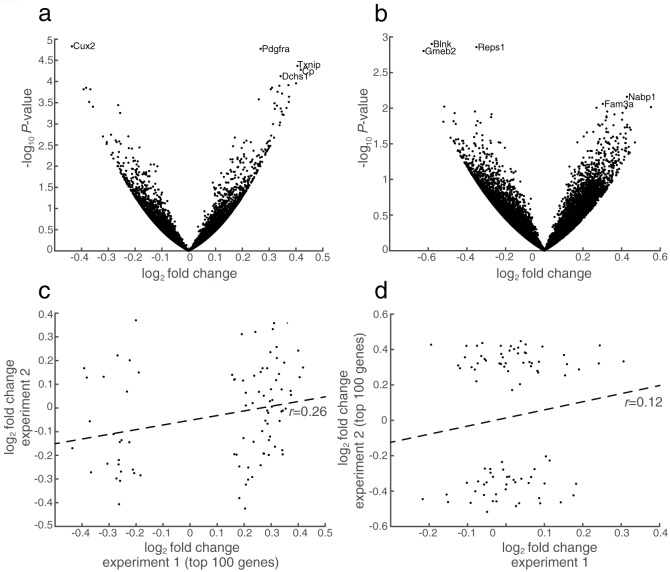
Expression changes in response to alcohol exposure. Using two different experimental setups in rats. (**a**) Volcano plot showing expression changes in experiment one; genome-wide profiling of NAc from rats exposed to continuous voluntary intake of ethanol (6%) over an eight-week period. The top 5 genes based on *P*-value are indicated with their gene name. (**b**) Volcano plot similar to panel **a**, showing expression changes in experiment two; genome-wide profiling of NAc from rats exposed to continues access of EtOH (6%) during four weeks followed by additional EtOH exposure trough gavage treatment over three weeks. (**c**) The top 100 genes were selected based on *P*-values from experiment one, and log_2_ fold changes for these genes were compared in between the two experiments. Pearson’s *r* = 0.2590, *P* = 0.0154 (**d**) Same as panel **c** but using genes selected based on *P*-values from experiment two. *r* = 0.1208, *P* = 0.2624.

**Table 1:** Ranking of the top ten genes with lowest *P*-value.

Experiment one				Experiment two			
Gene	RE(log_2_)	P-value	FDR	Gene	RE(log_2_)	P-value	FDR
*Cux2*	-0.436	0.00001	0.069	*Blnk*	-0.586	0.00126	0.679
*Pdgfra*	0.268	0.00002	0.069	*Reps1*	-0.351	0.00139	0.679
*Txnip*	0.405	0.00004	0.097	*Gmeb2*	-0.624	0.00157	0.679
*Cp*	0.418	0.00005	0.097	*Nabp1*	0.427	0.00691	0.679
*Dchs1*	0.343	0.00007	0.097	*Fam3a*	0.303	0.00871	0.679
*Dlx1*	0.400	0.00011	0.097	*Hsd17b8*	-0.517	0.00950	0.679
*Cd24*	0.372	0.00012	0.097	*Fancd2*	0.552	0.00967	0.679
*Etv1*	0.338	0.00013	0.097	*Cox5a*	0.270	0.00986	0.679
*Dcx*	0.311	0.00014	0.097	*Pdgfc*	0.434	0.00997	0.679
*Lgi2*	-0.383	0.00014	0.097	*Wdr92*	-0.359	0.01112	0.679

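Among the 10 genes ranked first by the paper in experiment 1, 8 were higher and 2 lower in EtOH rats, with log2 fold changes from -0.698 for Cux2 to 0.894 for Cp. Their FDRs in edgeR's quasi-likelihood test were all 0.536. In that test Pdgfra had the lowest P-value of the experiment and Cux2 the next. The 10 genes of experiment 2 were split evenly, with 5 higher and 5 lower after EtOH gavage, and each had an FDR of 0.675. Blnk had the lowest P-value and fell from 89.8 ± 21 normalized counts (SD, n = 6) after water gavage to 53.3 ± 10.5 (SD, n = 6) after EtOH gavage, a log2 fold change of -0.749 with a standard error of 0.215. Gmeb2 followed, with 48.6 ± 14.6 normalized counts (SD, n = 6) after EtOH gavage and 89.7 ± 28.2 (SD, n = 6) after water gavage. Reps1 was the only gene of the 10 whose normalized counts did not overlap between the groups, at 144.9 to 211.2 after EtOH gavage and 213.6 to 247.4 after water gavage. The gap was narrow, and on the log2 CPM scale of the permutation test the groups were not fully separated (exact permutation test, p = 0.00433, where full separation gives 0.00216). The 10 genes ranked within the first 24 of experiment 2. A replicate block, with the pairing taken from the replicate numbers of the sample labels (pairing check, mean correlation 0.149, exact permutation p = 0.365), changed the log2 fold change of Blnk to -0.736. DESeq2 on filtered genes, added after seeing the data, gave the smallest change of Blnk, a log2 fold change of -0.558.

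**Figure D3:**
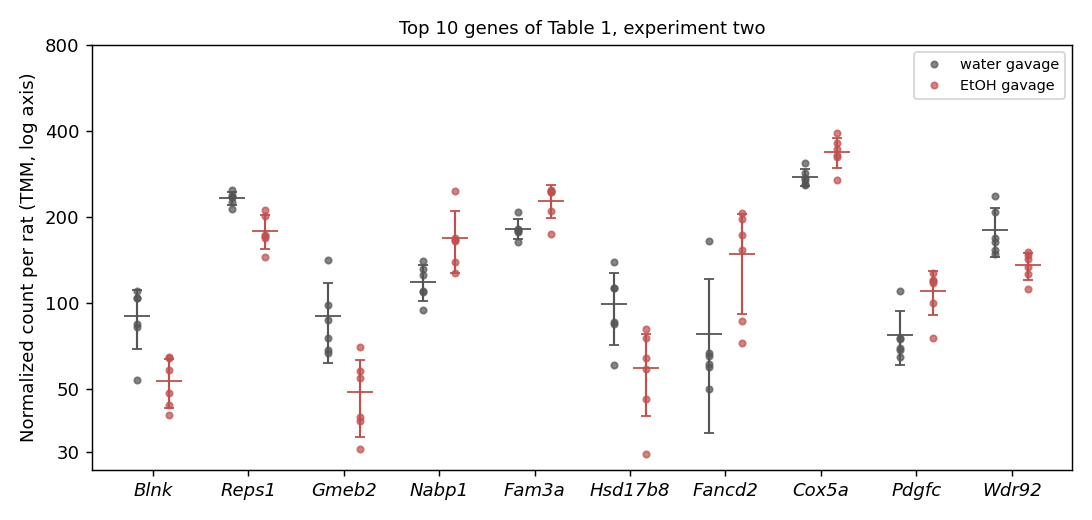
Normalized count per rat (TMM, log axis) of the 10 genes that Table 1 lists for experiment 2. Points are rats, horizontal bars are group means and whiskers are 1 SD, for 6 rats given water gavage (grey) and 6 given EtOH gavage (red). Only for Reps1 do the normalized counts of the groups not overlap, at 144.9 to 211.2 against 213.6 to 247.4.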

The top ten genes in each RNA-seq experiment, ranked based on *P*-values. Complete results are available in S2 Table. RE: relative expression.

### Lack of correlation in gene regulation between experiments

We next investigated whether transcriptional effects were consistent in between the two experiments, despite lack of genome-wide significant effects in the individual datasets. 

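The 100 genes with the lowest P-values in experiment 1 were taken from the edgeR test, and 88 of them were also tested in experiment 2. Across these 88 genes, the log2 fold changes of the experiments had a Pearson's r of 0.169 with a P-value of 0.116 and a Spearman's rho of 0.1867 with a P-value of 0.0817. These P-values treat the genes as independent, which genes measured in the same rats are not. Across all 8176 genes tested in both experiments, r was 0.06. With a replicate block in both fits, taken from the replicate numbers of the sample labels, r was 0.1566. The pairing check gave a mean correlation of 0 in experiment 1 and 0.149 in experiment 2 (exact permutation p = 0.458 and p = 0.365). DESeq2 with its default settings gave the highest value, an r of 0.334 over 100 genes. The lowest among the settings fixed before the files were opened was -0.2739, with 1 surrogate variable in each fit. Leaving out each rat in turn moved r between -0.0391 and 0.3814. From its own coefficient, the paper reports a weak positive relation between the experiments for these genes.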

Interestingly, we found that expression changes for the top 100 genes from experiment one showed a weak but significant positive correlation with the same genes in experiment two (Pearson’s *r* = 0.26, *P* = 0.015; Fig 1c). This could be an indication of an overall alcohol-induced effect on these genes that is somewhat coherent in both experiments but too weak to show significance in the DeSeq2 analysis. 

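Of the 88 genes compared, 63 were higher and 25 lower in EtOH rats of experiment 1. The change had the same direction in experiment 2 for 48 genes, or 54.5% (95% exact binomial interval 43.6 to 65.2, which treats the genes as independent). Of the 13 genes with an FDR under 0.1 in S2 Table, 9 changed in the same direction in experiment 2. Lipa had a log2 fold change of 0.378 (standard error 0.085) in experiment 1 and 0.389 (standard error 0.172) in experiment 2. Dcx had 0.385 (standard error 0.092) and 0.502 (standard error 0.27). In contrast, Dchs1 had 0.443 (standard error 0.099) in experiment 1 and -0.42 (standard error 0.45) in experiment 2, opposite directions. A direct test of the difference between the effects of the experiments, with all 4 groups in one edgeR fit, gave 0 of 8176 genes at an FDR under 0.1. That fit shares one spread, which is too wide for experiment 1 and too narrow for experiment 2. The comparisons are also unlike, since the control rats of experiment 2 drank EtOH. The 0 genes are therefore no evidence that the effects are alike. The paper bases its reading on the correlation, and offers as a possibility that alcohol had a partly coherent effect on these genes, too weak for the single-gene test.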

No significant correlation was seen when comparing changes for the top 100 genes in experiment two with the corresponding genes in experiment one (*r* = 0.12, *P* = 0.26; Fig 1d).

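For the 100 genes with the lowest P-values in experiment 2, 90 were also tested in experiment 1. Pearson's r across these genes was 0.0955 with a P-value of 0.371, and Spearman's rho was 0.1158 with a P-value of 0.277, with genes treated as independent. The direction was shared by 51 of the 90 genes, or 56.7% (95% exact binomial interval 45.8 to 67.1). A replicate block from the labels' replicate numbers gave an r of 0.117 (pairing check, mean correlation 0 and 0.149 in experiments 1 and 2, exact permutation p = 0.458 and p = 0.365). Fitting 1 surrogate variable moved r furthest, to -0.5195, while leaving out single rats gave values between -0.5047 and 0.379. The highest r, 0.5376, came with the share of reads outside annotated genes as a covariate, a setting added after the files were opened. DESeq2's default settings also raised r.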

## Discussion

Alcohol-induced transcriptomic alterations have been suggested to be involved in consolidating alcohol use disorder, but results from earlier studies have been inconsistent. There is a need for increased translatability between the human disorder and animal models of alcoholism on both a molecular and behavioural level, as this can help improve our understanding of the disease [4].

Here we employed two ethanol consumption models, both a modest voluntary exposure model and a forced model with excessive amounts of EtOH, in order to investigate the impact different exposure levels play on transcriptional changes in the NAc using RNA sequencing. Despite a fairly ambitious experimental design, including a high number of replicates and eight weeks of EtOH exposure, we did not observe any genome-wide significant effects in NAc. 

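How large a change the samples could show was estimated from simulated counts with the means, library sizes and dispersions of the real samples, in which 200 genes were changed by a known amount. At the size of experiment 1, edgeR's quasi-likelihood test at an FDR under 0.1 found 99% of the genes changed by 1 on the log2 scale, 71.5% of those changed by 0.5 and 10% of those changed by 0.3. At the size of experiment 2 it found 62% of the genes changed by 1 and 0% of those changed by 0.5. The real data gave 0 genes at this FDR in either experiment. DESeq2 with its default settings found more at the same FDR, 30% of the genes changed by 0.3 and 77% of those changed by 0.5 in experiment 1, and 17.5% of those changed by 0.5 and 76.5% of those changed by 1 in experiment 2. More of its calls were unchanged genes, 31.8% at 0.3 in experiment 1 and 36.4% at 0.5 in experiment 2. With either test, most changes of 0.3 in experiment 1 and of 0.5 in experiment 2 were missed. All these rates hold for 200 genes changed by the same amount, in simulated samples without variation shared among genes. How many genes pass an FDR depends on how many are changed, and fewer changed genes were not simulated. The rates therefore do not give the chance of finding a change in only a few genes. The smaller sensitivity in experiment 2 came with the larger variation among its rats, since its libraries were deeper, with a median of 7692077.5 reads per rat on genes against 3730378.5 in experiment 1.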

The experimental design thus suffers from a lack of a pure water control for experiment two, and therefore the direct comparison between the two experiments, and in the extension exposure levels, is not possible. The voluntary consumption model chosen for the current experiments often results in lower ethanol consumption levels, as could have been anticipated if using the intermittent limited access model [23]. Therefore it cannot be ruled out that the intermittent limited access model still induces chronic accumbal transcriptomic alterations. The lack of strong transcriptomic alterations in NAc is in line with other related studies in the same region [10, 24, 25], which is somewhat surprising since the NAc repeatedly is considered as one of the main regions involved in addictions, including alcoholism [26, 27]. This is indicative of region and temporal dependent molecular changes that might lead to addiction [9, 28], since numerous alterations have been found in other areas such as the prefrontal cortex and amygdala [10–12, 29].

In addition to the analysed region, it appears that the chosen drinking model has a large influence on the size of the effect. Several models have been used in earlier studies, where intermittent exposure to alcohol vapour appears to produce the most prominent alterations and to enhance ethanol self-administration the most [10, 11, 30]. This method often employs higher exposure levels that results in higher blood alcohol levels than those achieved here in experiment one (voluntary consumption), which might be required for detecting genome wide changes in gene expression. 

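In experiment 2, the log2 fold changes between EtOH gavage and water gavage ranged from -1.16 for Adamts4 to 1.26 for Col3a1, and 23 of the 8655 genes changed by more than 1 in either direction. Increases were seen for 4338 genes and decreases for 4317. The lowest P-value, for Blnk, was 0.00392, and its FDR in edgeR's quasi-likelihood test was 0.675. Leaving out each of the 12 rats in turn left 0 genes at an FDR under 0.1 in every fit. With a replicate block, with the pairing taken from the replicate numbers of the sample labels (pairing check, mean correlation 0.149, exact permutation p = 0.365), the count was also 0. The number of genes with a P-value under 0.05 was less stable. It rose from 115 to 640 when all 4 groups shared one fit, and ranged from 30 to 776 when single rats were left out. The paper reports that adding the forced intake brought no genome-wide significant genes in this experiment.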

This possibility was considered in experiment two, in which forced high alcohol intake was added to voluntary intake in order to assess the effect elevated EtOH exposure plays on gene expression in NAc, however without revealing any genome-wide significances.

Notably, a weak but significant correlation was observed between fold changes observed in the two experiments, when considering the top 100 most significant genes from experiment one. This is suggestive of small but consistent transcriptional effect, and it is possible that prolonged exposure times could lead to these effects reaching genome-wide significance. In addition, several previous studies that report altered gene expression in response to EtOH have included a withdrawal period prior to measuring mRNA levels [29, 31]. This was not employed in our study, and inclusion of a withdrawal period could conceivably result in more prominent effects on gene expression in NAc. Interestingly, strong effects have been observed using similar drinking models in mice, in particular when using selected high alcohol consuming individuals [4, 32], suggestive of species differences in ethanol vulnerability.

Many important molecular changes that occur in response to alcohol consumption, such as receptor internalization and altered neural transmission [33, 34], may not be reflected in transcriptomic data and therefore may not be detected by the methods applied here. Furthermore, despite the alterations observed in the ventral striatum of alcoholics by imaging techniques [35], it is possible that transcriptomic changes are not very prominent in alcoholics either. However, the most likely cause of our negative findings may be that the animal models used fail to capture important elements of the human disease. The study thereby illustrates the difficulties met when trying to model complex human brain disorders. Unfortunately, these difficulties also hinder the mechanistic understanding of the transition from recreational drug use to sustained addiction and identification of important drug targets involved in this process.

## Supporting information

S1 Table Ethanol consumption data. EtOH and water drinking data from EtOH consuming animals for experiment one and two. Amount EtOH consumed per day and per bodyweight is included along with EtOH preference over total fluid intake.
(XLS) Click here for additional data file.

S2 Table Gene list. A complete list of all annotated genes in experiment one and two, including Base Mean, log2 fold change as well as P- and FDR values. Quality control (QC) data information is included on a separate sheet.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

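RNA from the NAc of 22 male Wistar rats was sequenced in 2 experiments. Experiment 1 compared 5 EtOH-drinking rats with 5 water-drinking rats, and experiment 2 compared 6 rats given EtOH gavage with 6 given water gavage, all of which also drank EtOH. Groups and replicate numbers were taken from the sample labels and the paper. For experiment 2, the paper gives a schedule of 4, 3 and 2 weeks, and elsewhere a housing time of 8 weeks, and the schedule was used.

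The authors aligned the reads to the rn6 genome with Tophat2, assigned them to genes with htseq-count and deposited the raw read count of each gene in each sample, without normalization or filtering. The files list 17310 gene symbols and 5 summary lines, of which the reads outside annotated genes and the reads aligned to several places are the largest. Reads aligned to several places are not in the gene counts, so genes with near-identical copies are undercounted. The htseq-count options and the annotation release were not found in the paper or its supplements. The libraries of experiment 1 did not keep the strand and those of experiment 2 did, which changes how reads over overlapping genes are counted. The read-level steps could not be repeated from the files, and no genome or annotation was used here, so genes are named by the symbols in the files and no coordinates are given.

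From the counts, each experiment was fitted separately in edgeR 4.0.16 (R 4.3.3) with TMM normalization, estimateDisp, glmQLFit and glmQLFTest at their default arguments, and P-values were adjusted by the Benjamini-Hochberg method. In this version the default of glmQLFit is its legacy mode. The list of alternatives had assumed the newer mode to be the default, so its legacy row equals the main fit, and the newer mode was added after the files were opened. Genes with a base mean above the median of all listed genes were tested, as in the paper's 50% filter. The standard error of a log2 fold change was derived from the fold change and the F statistic. Normalized counts are counts scaled to the mean effective library size of the experiment. The log2 CPM values behind the principal components, the marker scores and the single-gene exact permutation tests used a prior count of 2, and their TMM factors were computed over all listed genes instead of the filtered genes, so 2 groups that barely separate on one scale can overlap on the other.

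For the comparison between experiments, the 100 genes with the lowest P-values in one experiment were taken, and Pearson's r was computed over those also tested in the other. P-values of these coefficients treat genes as independent. Correlations across samples were tested with 100000 permutations, whose smallest possible p is 1e-05.

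Genes were named by a rule set before the files were opened. It covered every gene of Table 1, every gene of S2 Table with an FDR under 0.1 in experiment 1, and the 5 genes with the lowest P-value in each experiment, which added none. That gave 13 genes in experiment 1 and 10 in experiment 2. The genes with the most extreme fold change of experiment 2 are named at one further sentence only to give the range.

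The alternatives were DESeq2 1.42.0 with shrunken fold changes and with default settings, DESeq2's size factors in edgeR, no filter, a minimum of 10 counts in every sample, all 4 groups in one fit, the replicate number as a block, 1 surrogate variable from sva 3.50.0, a neuroblast marker score as a covariate, and each rat left out in turn. For the correlations, 50 and 200 genes, Spearman's rho and genes tested in both experiments were also used. Added after the files were opened were DESeq2 on filtered genes, the first principal component or the share of reads outside annotated genes as a covariate, and the newer mode of glmQLFit. For each result of a fit across genes, 100 splits of the samples, drawn with seed 1 and including the real split, were fitted again.

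The fits were tested on simulated counts with 200 changed genes, and edgeR's estimated fold changes followed the true ones. At an FDR under 0.1 and a log2 fold change of 0.5 at the size of experiment 1, 8.3% of the genes called by edgeR were unchanged genes, against 12% for DESeq2 with default settings. At a change of 0.3 the shares were 16.7% and 31.8%. Simulated samples were independent, so variation shared by many genes, as seen in experiment 2, was not simulated.

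Between 2962291 and 5247386 reads per sample in experiment 1, and between 6713617 and 8765472 in experiment 2, were assigned to genes. The drinking data have no files among those analysed here beyond S1 Table and were not tested.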

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

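Groups of 5 or 6 rats were scanned for a single value far from the others, over the named genes, the reads on genes, the share of reads outside annotated genes, the neuroblast marker score and the first principal component. Of 62 groups, 6 were flagged, where about 3.1 would be by chance. In EtOH rats of experiment 1, the flagged value was the lowest for Cux2 (replicate 2, 128.04 normalized counts against 182.57 to 187.81, a gap of 0.912 of the group's range) and Lipa (replicate 5, 216.94 against 256.08 to 265.88, a gap of 0.8), and the highest for Cp (replicate 3, 167.5 against 87.44 to 106.74, a gap of 0.759). Without the flagged rat, the log2 fold change was -0.605 for Cux2, 0.427 for Lipa and 0.696 for Cp, so no direction rests on that rat.

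In experiment 2, the flagged value was the highest for Fancd2 after water gavage (replicate 1, 165 normalized counts against 49.983 to 66.6, a gap of 0.856), for Pdgfc after water gavage (replicate 5, 109.94 against 64.784 to 75.647, a gap of 0.759) and for Nabp1 after EtOH gavage (replicate 1, 245.28 against 127.54 to 168.78, a gap of 0.65). Leaving out the flagged rat gave log2 fold changes of 1.286 for Fancd2, 0.635 for Pdgfc and 0.373 for Nabp1. All 3 flagged rats lie on the positive side of the first principal component of experiment 2, at 36.88, 17.88 and 86.55. That component carries 74% of the variance and follows the share of reads outside annotated genes (r = 0.975, permutation p = 1e-05, the smallest the permutations can give). The quality or content of those libraries is therefore a candidate explanation. For each gene, however, another rat of the same group on the positive side had no such value. Water gavage replicate 5 had 66.6 normalized counts of Fancd2, and replicate 1 had 64.784 of Pdgfc. EtOH gavage replicate 2, at 48.73 on the component, had 139 of Nabp1. The side of the component alone thus does not account for the flagged values. The shared side was noticed after the flags were seen, and no biological explanation was tested for single rats.

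The paper does not report on markers of cell types. A score of 9 neuroblast marker genes (mean z-score of log2 CPM), listed before the files were opened, was higher in the EtOH rats of experiment 1 by 0.853 (0.426 ± 0.56 against -0.426 ± 0.377, SD, n = 5; exact permutation test, p = 0.0317), and 4 of the 5 EtOH rats lay above every control. Of the 9 genes, 8 were higher on average. After adjustment over the 16 scores tested, the adjusted p was 0.393, so the difference did not pass correction. In experiment 2 the score differed by -0.25 (exact permutation test, p = 0.474), and the difference between the experiments was not tested.

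Several of the genes that S2 Table ranks first in experiment 1, such as Dlx1, Dcx, Cd24 and Etv1, may share a source with that score. With the score as a covariate, the 13 named genes kept a median of 54.5% of their log2 fold change, from 23.5% for Dlx1 to 88.7% for Lgi2. The number of genes with a P-value under 0.05 fell from 483 to 263. It also fell in experiment 2, from 115 to 41, where the score differed by only -0.25 (exact permutation test, p = 0.474). A covariate that differs between the groups takes up part of any group difference, so these falls cannot tell the source. RNA of neuroblasts from the neighbouring subventricular zone is a candidate explanation. A higher score had been predicted before the files were opened, but the paper's gene list from these same rats was already known. The prediction is thus not independent of that list. If more of the ventricular wall entered some dissections, ependymal markers would rise with the neuroblast markers. In experiment 1 the ependymal score was higher in EtOH rats by 1.062 (exact permutation test, p = 0.0556), and 4 of the 5 lay above every control. Adjusted over the 16 scores tested, its p was 0.393. In experiment 2 the ependymal score differed by -0.466 (exact permutation test, p = 0.329). Centred on their groups, both scores did rise together among the 10 rats of experiment 1 (r = 0.706, permutation p = 0.0039; rho = 0.709, permutation p = 0.0191; r = 0.612 without the 2 farthest rats), a prediction written only after the scores were seen. In experiment 2, r was 0.715 (permutation p = 0.0418; rho = 0.545, permutation p = 0.128) and fell to 0.362 without the 2 farthest rats, so there the relation rests on those rats. Adjusted over both experiments, the p of r was 0.0078 and 0.0418. The striatal score differed by -0.686 (exact permutation test, p = 0.246), with 1 of the 5 EtOH rats above the control mean. The cortical score differed by 0.742 (exact permutation test, p = 0.222), with all 5 above it. Neither difference, nor that in library size (exact permutation test of the reads on genes, p = 0.556, predicted after the depths were seen), exceeded the variation among rats. With 5 rats per group, a different amount of striatal tissue is not excluded. An effect of EtOH on neuroblasts cannot be told apart from a difference in dissection with these samples.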

How the results depend on the processing

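The alternatives of the list were fixed before the processed files arrived, and 4 more were added after. The count of genes at an FDR under 0.05 was 0 in both experiments, and the count at an FDR under 0.1 was 0 in experiment 2, under every setting and with every rat left out. In experiment 1 the count at an FDR under 0.1 moved from 0 to 11 with DESeq2's default settings. With DESeq2 on filtered genes, chosen after seeing the data, it was 13, and with DESeq2's shrunken fold changes it stayed at 0. It ranged from 0 to 16 across the 10 fits that each left out 1 rat. The 16 genes came from leaving out water replicate 5. DESeq2 refers its statistic to a normal distribution and edgeR to one with wider tails for 5 rats per group. That could account for the lower FDRs but was not tested separately. The setting with shrunken fold changes adjusted over the genes above the median base mean, without DESeq2's own filtering. That filtering left 7579 adjusted genes under the default settings. For the 10 genes of Table 1, 0 P-values and 2 FDRs with shrunken fold changes were counted as different from the paper's. Its 0 genes therefore do not show that shrinkage removed the differences. Of the 100 splits of the 10 rats, 19 gave at least 11 genes with DESeq2's default settings and 17 gave at least 13 with DESeq2 on filtered genes. With edgeR, all 100 splits gave at least the 0 genes of the real split at either FDR in either experiment, as any count does. That comparison carries no information. Other splits did give genes at an FDR under 0.1 in edgeR, 12 of them in experiment 1, with up to 257 genes. In experiment 2, 4 did, with up to 5321 genes.

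The correlations between experiments were the least stable results. For the top 100 genes of experiment 1, r rose from 0.169 to 0.3245 with DESeq2's shrunken fold changes, 0.334 with its default settings, 0.2985 with DESeq2 on filtered genes, 0.2765 with the neuroblast score as a covariate and 0.1882 with the top 200 genes. It reversed to -0.0327 with all 4 groups in one fit, -0.2739 with 1 surrogate variable and -0.2888 with the first principal component. For the top 100 genes of experiment 2, r rose from 0.0955 to 0.3438 with DESeq2's default settings and 0.5376 with the share of reads outside annotated genes as a covariate, and reversed to -0.5195 with 1 surrogate variable and -0.5176 with the first principal component. Across the 22 fits that each left out one rat, r ranged from -0.0391 to 0.3814 and from -0.5047 to 0.379. The replicate block left both near the main values, at 0.1566 and 0.117. The first principal component as a covariate removes the direction with the most variance, 26% in experiment 1 and 74% in experiment 2. The sign of r may therefore depend on how far each group mean happens to lie along it. This cannot be the whole account. The share of reads outside annotated genes followed that component in experiment 2 (r = 0.975), yet for its top 100 genes the 2 covariates gave opposite signs, 0.5376 and -0.5176. Of the 100 splits of experiment 2, 60 gave an r as far from 0 as the real one for the top 100 genes of experiment 1, and 33 did with DESeq2 on filtered genes. For the top 100 genes of experiment 2, 67 of the 100 splits of experiment 1 did.

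The number of genes with a P-value under 0.05 changed from 483 in experiment 1 to 820 without a filter, 77 with all 4 groups in one fit and 263 with the neuroblast score. In experiment 2 it changed from 115 to 286, 640 and 41 under the same settings, 414 with the replicate block and 315 with DESeq2's default settings. Leaving out single rats gave 378 to 739 genes in experiment 1 and 30 to 776 in experiment 2. All 4 groups in one fit share one spread, which is too wide for experiment 1 and too narrow for experiment 2. No log2 fold change of a named gene reversed; 539 rows kept their side of an FDR of 0.1 and 30 passed it. With 5 or 6 rats per group, edgeR recovered simulated changes of 0.3 on the log2 scale in 10% of genes in experiment 1 and 0% in experiment 2. DESeq2's default settings recovered 30% and 2%, but 31.8% and 75% of its calls were unchanged genes. Most changes of this size would thus be missed, and smaller ones were not simulated.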

Differences from the paper's values

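With edgeR's quasi-likelihood test, 0 genes of experiment 1 had an FDR under 0.1, against the paper's 11. DESeq2's default settings gave 11 genes, its shrunken fold changes 0, and DESeq2 on filtered genes, chosen after seeing the values, 13. The 11 genes are not the paper's set. They lack Lgi2, which Table 1 lists with an FDR under 0.1, and include Sulf1 and Chrm4, which Table 1 does not list. Leaving out water replicate 5 gave 16 genes, and none of the other settings with all rats closed the gap in the count. The P-value of the correlation of the top 100 genes of experiment 1 was 0.116 against the paper's 0.0154, and no setting for these 100 genes matched it, with values on both sides. DESeq2's default settings gave a lower P-value of 0.000682, its shrunken fold changes 0.00216 and the neuroblast score 0.00797, and DESeq2 on filtered genes, chosen after seeing the values, gave 0.00348, all with a positive r. The coefficient itself, 0.169 against the paper's 0.2590, differed by less than its standard error across genes.

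The log2 fold changes of experiment 1 were -0.698 for Cux2 against the paper's -0.436, 0.622 for Txnip against the paper's 0.405, 0.894 for Cp against the paper's 0.418, 0.443 for Dchs1 against the paper's 0.343, 0.763 for Dlx1 against the paper's 0.400, 0.546 for Cd24 against the paper's 0.372, 0.444 for Etv1 against the paper's 0.338 and -0.617 for Lgi2 against the paper's -0.383. Those of experiment 2 were -0.881 for Gmeb2 against the paper's -0.624 and 0.921 for Fancd2 against the paper's 0.552. The error used was the larger of the standard errors here and in S2 Table. DESeq2's shrunken fold changes, set before the files arrived, left 0 of the 20 log2 fold changes of Table 1 beyond it, and so did DESeq2 on filtered genes and the first principal component, both chosen after seeing the values. The main fit left 8 of 10 beyond it in experiment 1 and 2 of 10 in experiment 2. Of the other alternatives set before the files arrived, 1 surrogate variable left 1 and 0, the neuroblast score 3 and 0, all 4 groups in one fit 2 and 2, the replicate block 8 and 2, and DESeq2's default settings, its size factors in edgeR, no filter and a minimum of 10 counts 6 and 1 each.

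The P-value of each gene of Table 1 differed. In experiment 1 the edgeR test gave 0.000384 for Cux2 against the paper's 0.00001, 0.000287 for Pdgfra against the paper's 0.00002, 0.000599 for Txnip against the paper's 0.00004, 0.000781 for Cp against the paper's 0.00005, 0.000462 for Dchs1 against the paper's 0.00007, 0.00113 for Dlx1 against the paper's 0.00011, 0.000838 for Cd24 against the paper's 0.00012, 0.000797 for Etv1 against the paper's 0.00013, 0.000822 for Dcx against the paper's 0.00014 and 0.000728 for Lgi2 against the paper's 0.00014. In experiment 2 it gave 0.00392 for Blnk against the paper's 0.00126, 0.00893 for Reps1 against the paper's 0.00139, 0.0043 for Gmeb2 against the paper's 0.00157, 0.0144 for Nabp1 against the paper's 0.00691, 0.0238 for Fam3a against the paper's 0.00871, 0.0154 for Hsd17b8 against the paper's 0.00950, 0.019 for Fancd2 against the paper's 0.00967, 0.0257 for Cox5a against the paper's 0.00986, 0.0188 for Pdgfc against the paper's 0.00997 and 0.0219 for Wdr92 against the paper's 0.01112. With DESeq2's default settings, 0 of 10 were counted as different from the paper's in experiment 1 and 3 of 10 in experiment 2, and with its shrunken fold changes 0 and 4. The tolerance of these counts passed gaps such as 9.64e-05 against the paper's 0.00007 for Dchs1 with DESeq2's default settings. DESeq2 on filtered genes, chosen after seeing the values, left 0 of 10 different in either experiment.

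The FDR of each of the 10 genes of Table 1 in experiment 1 was 0.536, against the paper's 0.069 for Cux2 and Pdgfra and the paper's 0.097 for Txnip, Cp, Dchs1, Dlx1, Cd24, Etv1, Dcx and Lgi2. With DESeq2's default settings, Cux2 and Pdgfra had an FDR of 0.0933, still above the paper's 0.069, and Lgi2 was not among the genes under 0.1. DESeq2 on filtered genes, chosen after seeing the values, gave 0.0737 for Cux2 and Pdgfra and 0.0989 for the rest. Counted with a tolerance that passed these gaps, 0 FDRs differed with either setting and 2 with DESeq2's shrunken fold changes. The paper ranks Cux2 first in experiment 1, whereas Pdgfra came first in the edgeR test, with a P-value of 0.000287.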

Other observations

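The samples of experiment 2 varied mostly along a single direction. The first principal component of log2 CPM carried 74% of the variance there, against 26% in experiment 1. It did not differ between EtOH and water gavage (exact permutation test, p = 0.262), which leaves no evidence for the gavage as its source. It followed the share of reads outside annotated genes across the 12 rats (r = 0.975, permutation p = 1e-05; rho = 0.965, permutation p = 1e-05, the smallest the permutations can give), with r = 0.975 among the 6 EtOH gavage rats, r = 0.98 among the 6 water gavage rats and r = 0.948 without the 2 farthest rats. It also followed the cortical marker score (r = -0.753, permutation p = 0.00422; rho = -0.552, permutation p = 0.0672; r = -0.668 without the 2 farthest rats, -0.727 among the EtOH gavage rats and -0.92 among the water gavage rats), and not the reads on genes (r = -0.255, permutation p = 0.422; rho = -0.252, permutation p = 0.432; r = 0.057 without the 2 farthest rats, -0.016 and -0.289 within the groups). Adjusted over the 5 relations computed, the p-values of r were 5e-05, 0.0106 and 0.422. These predictions were written after the component had been seen. RNA or library quality and the share of cortical tissue both remain candidate explanations, and GC content and gene length were not tested, as no annotation was used here. In experiment 1 the component showed no clear relation to the share of reads outside genes across the 10 rats (r = -0.464, permutation p = 0.174, and rho = -0.139, permutation p = 0.705). Without the 2 farthest rats r was -0.051. The groups went opposite ways, with r = -0.929 among the 5 water rats and 0.473 among the 5 EtOH rats. Of the splits of the 12 rats drawn at random, 4 gave genes at an FDR under 0.1 in edgeR, with up to 5321 genes. Whether those splits follow the first component of experiment 2 was not tested.

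Experiment 2 also had fewer small P-values than 5% of its genes, namely 1.33%. If spread along the first component had inflated the errors of the test, taking the component as a covariate would bring the share to 5% or more. It rose only to 1.85% (160 genes), although the median standard error fell from 0.195 to 0.12. The prediction, written after similar fits had been seen, was not met. The shortage depends on the fit and on single rats, since leaving out 1 rat gave 30 to 776 genes. Of 100 splits of the 12 rats, 48 gave at least 115 genes, and the median of the other splits was 108. A count this low was therefore usual for splits of these rats. With the replicate number of the labels as a replicate block, 414 of the 8655 genes had a P-value under 0.05, near the 432.8 expected, although rats with the same number did not deviate together beyond chance (pairing check, mean correlation 0.149, exact permutation p = 0.365). No biological explanation was tested.

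In experiment 1, 49.48% ± 0.82 (SD, n = 10) of the reads either assigned to a gene or placed outside genes fell outside, between 48.43% and 51.14% in every rat. For libraries without strand information, counting by strand would place about 50% of the reads from annotated genes outside. Intronic or unannotated reads would raise the share further, so a share near 50% is about the lowest that it would give. However, the strand-specific libraries of experiment 2 had similar shares, 50.12% after water gavage and 52.88% after EtOH gavage, which counting by strand would not give by itself. A share near 50% can thus have another source, and the shares cannot tell whether counting by strand played a part in experiment 1. The prediction was written after the share had been seen, and intronic or unannotated reads could give such shares in both experiments.

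The depths of experiment 1 in the QC sheet of S2 Table were set beside the reads in the files (assigned, ambiguous or outside genes). The paper lists depths up to 20.59 M reads for a control and 19.59 M for an EtOH rat. In the files both of the deepest samples are water controls, with 10.43 and 10.13 M reads, and the deepest EtOH sample has 8.57 M. Sorted within each group, the reads in the files were between 43.7% and 65.5% of the listed depth. Sorted over all 10 rats regardless of group, they were between 46.9% and 51.7%, a closer match. Of the 252 splits of the 10 totals into 5 and 5, 64.7% matched the listed depths of both groups as closely as the labelled groups did. A candidate explanation, proposed after the totals were seen, is that the sample names of the QC sheet and the labels of the files do not refer to the same rats. In experiment 2 59.4% of the splits matched as closely, with 67.3% to 82.1% within groups and 70.6% to 78.9% over all 12 rats. The comparison of splits may therefore be unable to show labels at all. The group labels of the files were used throughout.

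S2 Table holds 13 genes with an FDR under 0.1 in experiment 1, while the text gives 11. In S1 Table, the average EtOH preference of experiment 1 is lower than the mean of the 5 rats listed in each of the 14 recordings, by 0.97 to 18.1 percentage points, whereas the average EtOH intake equals the mean of the same rats. The listed intake averages 1.76 to 2.28 g/kg/day in the first 3 recordings and 5.13 to 8.58 g/kg/day in recordings 4 to 8. These are the paper's values and were not tested.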
